A study of Mus musculus with 48 samples. Its data were reported in "Identification of Cholecystokinin by Genome-Wide Profiling as Potential Mediator of Serotonin-Dependent Behavioral Effects of Maternal Separation in the Amygdala" (2019).

How the data were processed

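Genomic DNA came from the amygdala of male mice of 4 months of age, 8 in each of 6 groups given by Tph2 genotype and by MS or C. According to the authors' methods the DNA was sheared by sonication, methylated fragments were captured with a methyl-CpG-binding domain protein, and the fragments were sequenced as pairs of 50 bp reads, with a planned depth of 20 Mreads per sample. The authors mapped the reads with Bowtie2 to the GRCm38 mouse assembly, called peaks with MACS, merged overlapping peaks over libraries, and counted reads in the merged peaks with DiffBind. The deposited table holds these raw read counts, with 1 row per peak (called a locus here), its position, and 1 column per library. All 48 columns matched a sample by the labels. The labels do not say how duplicate reads and reads of repeated sequence were treated. Even values made up 55.0 to 76.0% of the nonzero counts of a library, as when both mates of a pair are counted, so the counts are not all independent molecules and the statistical error of a locus is wider than its number of counts implies. MBD capture depends on CpG density, so a library with a more or less stringent capture shifts loci by their CpG content. A count also depends on the number of copies of the sequence in the animal, which MBD capture cannot separate from methylation.

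All positions lay within the chromosomes of the GRCm38 reference, to which each locus was assigned for CpG density, GC content, repeat masking and the nearest gene with its exon, intron or untranslated region. The study assigned genes by another annotation, so gene names for a locus can differ.

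Differences were tested on the deposited counts with edgeR 4.0.16 in R 4.3.3: TMM normalisation, a trended dispersion, a robust quasi-likelihood fit with 1 term per group and no covariate, and quasi-likelihood F-tests of 8 contrasts, namely GE1, GE2, the MS effect over genotypes and within each genotype, and Tph2+/- and Tph2-/- each against Tph2+/+ averaged over C and MS. The study left out 2 Tph2-/- MS libraries of low counts, which the labels do not name. The 2 libraries of that group with the lowest totals took their place, so 46 libraries entered the fits. Every locus had a count in some library and all 187695 were tested. Loci were counted at the limits of the study, an unadjusted p under 0.01 and a log2 fold change beyond 0.2, and separately at a Benjamini-Hochberg adjusted p under 0.05. The tests, the samples in each and most alternatives were fixed before the data were examined, as was the rule for the loci named: Tph2, the 11 loci of the study's list, and for each contrast up to 5 loci with the smallest p among those with an adjusted p under 0.05, or the 1 with the smallest p where none passed. The locus nearest to Tph2 was named after its values were seen.

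Total counts and the post hoc pairs were compared by 2-sided exact permutation tests over all regroupings (12870 for 8 against 8 libraries, 3003 for 6 against 8), the latter on log2 of TMM-normalised CPM plus a pseudocount of 0.1. The gathering of calls near Tph2 was tested with Fisher's exact test in a window of 10 Mb on each side. The CpG slope of a library is the regression of its log2 counts, each locus centred over libraries, on CpG density scaled to its SD, over loci with a mean count of 10 or more and under 0.1% of all counts. For the called loci near Tph2, 200 loci each on other autosomes were matched on mean count, CpG density and GC content. The share of the Tph2-/- loss seen in Tph2+/- mice was given a 95% interval from 2000 bootstrap draws of libraries, beside 1000 simulations with unchanged Tph2+/- groups. Copies of called loci were sought in the reference with minimap2 2.31 (at least 95% identity over at least 50% of the locus).

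The fit was tested on simulated data with the real means, library sizes and dispersions over 187695 loci. Of 100 loci changed by 1 on the log2 scale in Tph2-/- mice it recovered 97 at an adjusted p under 0.05, with 5 unchanged loci called. Of 100 changed in Tph2+/- MS alone it recovered 21 as GE1, with 0 unchanged loci called (1849 loci at the study's limits). The real data gave fewer GE1 loci at these limits, 1175, so the simulation did not match the data in this. The changed loci were drawn only from those with higher expected counts. Recovery at loci with lower counts, as at that assigned to Cck by the study, was not measured. The depth and the 8 libraries per group therefore limit the interactions to changes larger than 1 on the log2 scale at most loci.

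Alternatives were DESeq2 1.42.0 with and without its fold-change prior (the prior was the default of the version the study used), limma 3.58.1 voom with quality weights, DESeq2 size factors, total counts alone, loess offsets on abundance and on GC content, a low-count filter, all 48 libraries, leaving out libraries far under the median total, only the groups of a contrast, a covariate for the late sample numbers, the replicate number as a block, and leaving out loci with over 0.5% of all counts. Chosen after the data were seen were leaving out Tph2-/- MS replicates 2 and 3 in place of 3 and 7, a loess offset on CpG density, the CpG slope as a covariate, and leaving out S18 to S26. For each set of contrasts 60 splits of the libraries were drawn, the real one included, by moving genotypes within a condition or conditions within a genotype. The same was done for the MS effect over genotypes within the fits without S18 to S26 and with the CpG slope as a covariate. Where DESeq2's filter on mean count gave a locus no adjusted p, the locus was neither counted as called nor as lost. RNA sequencing of the same animals was not analysed here.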

Results

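DNA methylation was measured in the amygdala of adult male mice that carried 2, 1 or 0 working copies of Tph2, the gene of the enzyme that makes serotonin in neurons. The genotypes are written Tph2+/+ (wildtype), Tph2+/- (heterozygous) and Tph2-/- (homozygous knockout). Pups of each genotype were either separated from the dam for 3 h per day from postnatal day 2 to 15 (maternal separation, MS) or left undisturbed as controls (C), and tissue was taken at 4 months of age. This gave 6 groups of 8 mice, with 1 library per mouse and 48 libraries in all. Methylated DNA was enriched with a methyl-CpG-binding domain (MBD) protein and sequenced, so a higher count at a locus stands for more captured, methylated DNA there. The table held read counts at 187695 loci on 21 chromosomes of the GRCm38 assembly, 331 to 53998 bp wide with a median of 916 bp, and 55.5% of them lay inside an annotated gene.

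Totals are given in Mcounts (counts with the SI prefix mega). The total per library ranged from 7.72 to 14.1 Mcounts, with a mean of 10.7 ± 1.405 Mcounts (SD, n = 48). At this depth the median locus held 26.4 counts per library, and 98 loci averaged under 10 counts. A single locus took 13.99 to 26.6% of the counts of a library. It lay at chromosome 9, 2999846 to 3038818, over an exon of the predicted gene Gm10720, and 95.3% of its sequence was marked as repeats. Over the 168 pairs of replicate libraries of a group the chi-square per locus ran from 2.03 to 12.1, and none of the pairs held identical values. Independent counts that differ by sampling alone would give about 1, and counting both mates of every read pair would raise this to about 2, so the closest pairs lie near what sampling of read pairs can give. The 2 Tph2-/- MS libraries with the lowest totals, replicate 3 (8.09 Mcounts) and replicate 7 (8.23 Mcounts), were left out of the fits, which used 46 libraries.

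Total counts were compared between MS and C within each genotype by 2-sided exact permutation tests. In Tph2+/+ mice the mean was 10.2 ± 0.888 Mcounts in MS and 11.3 ± 0.824 Mcounts in C (SD, n = 8 each), a difference of -1.15 Mcounts with an exact p of 0.0188 and an adjusted p of 0.0564 over the 3 comparisons. In Tph2+/- mice the means were 11.3 ± 1.46 Mcounts in MS and 9.93 ± 1.66 Mcounts in C (SD, n = 8 each; exact p of 0.110). In Tph2-/- mice they were 10.5 ± 1.90 Mcounts and 11.1 ± 1.11 Mcounts (SD, n = 8 each; exact p of 0.495), and without replicates 3 and 7 the MS mean rose to 11.3 ± 1.43 Mcounts (n = 6), which turned the difference from -0.569 to 0.225 Mcounts (exact p of 0.725). None of the 3 differences passed the adjusted limit of 0.05. All differences of log2 counts below are relative to library sizes normalised by TMM (trimmed mean of M values).

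The labels number the samples from S1 to S48, and the numbers do not mix the conditions. Controls held S1 to S17 (17 libraries) and S42 to S48 (7 libraries), and MS libraries held S18 to S41. Each run of numbers thus held libraries of a single condition, so no comparison of MS with C could be made within a run and the order of the samples and MS cannot be told apart. The sample numbers rise with the animal numbers, so the order of the samples is also the order of the animals. The boundary between S26 and S27 used below is not in the labels and was set after the data were seen. The dependence of each library's counts on the CpG density of the loci, given as the change in log2 count per SD of CpG density, averaged -0.021 ± 0.036 in S1 to S17 (SD, n = 17), 0.118 ± 0.115 in S18 to S26 (n = 9), -0.024 ± 0.056 in S27 to S41 (n = 15) and -0.050 ± 0.040 in S42 to S48 (n = 7).

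**Figure D1:**
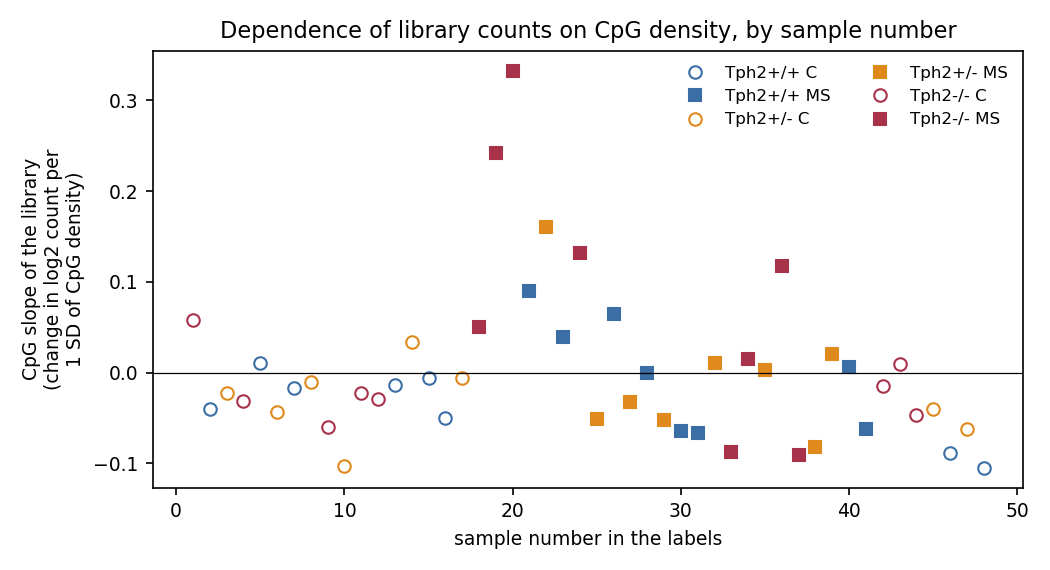
CpG slope of each of the 48 libraries (vertical axis, change in log2 count per SD of CpG density) against the sample number in the labels (horizontal axis), with open circles for C, filled squares for MS and colours for genotype. The steepest slope, 0.333, belongs to Tph2-/- MS replicate 3, and the MS libraries numbered S18 to S26 average 0.118.

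Loci at the targeted gene were examined first. Tph2 lies on chromosome 10, from 115078641 to 115185022, and 15 loci lay inside it. Their summed count averaged 428 ± 93.4 per library (SD, n = 48). The mean over libraries was 39.8 ± 2.91 TMM-normalised counts per Mcount (CPM) in Tph2+/+ C, 40.3 ± 3.13 in Tph2+/+ MS, 41.2 ± 4.11 in Tph2+/- C, 38.9 ± 3.20 in Tph2+/- MS, 39.2 ± 3.38 in Tph2-/- C and 36.2 ± 5.23 in Tph2-/- MS (SD, n = 8 each). None of the 15 loci was called in any of the 8 contrasts, that is, 0 at the study's limits of an unadjusted p under 0.01 and a log2 fold change beyond 0.2. In Tph2-/- against Tph2+/+ mice 1 of them had an unadjusted p under 0.05 (smallest unadjusted p of 0.022, 0.330 when adjusted over the 15 loci by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts at the gene itself thus differed between genotypes by less than the spread between libraries at this depth.

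The next comparison asked which loci differed with the loss of Tph2, averaged over C and MS. In Tph2-/- against Tph2+/+ mice 1404 loci passed the study's limits, 622 higher and 782 lower in Tph2-/-, where 1877 of the 187695 loci would have an unadjusted p under 0.01 by chance. At a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test, 26 loci were left, and all 26 were lower in Tph2-/- mice. Every 1 of the 26 lay on chromosome 10, between 115072171 and 118535754, with log2 fold changes from -2.65 to -0.65 and a median of -1.0. The largest adjusted p among them was 0.000537. The count at the adjusted limit moved most under DESeq2 with default settings, to 31 loci that included the same 26.

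The smallest p belonged to the locus at 118238775 to 118239834 of chromosome 10, in an exon of the predicted protein-coding gene Gm32717. It held 4.92 ± 1.06 CPM in Tph2+/+ C, 5.45 ± 0.738 in Tph2+/+ MS, 3.24 ± 0.716 in Tph2+/- C, 3.37 ± 0.870 in Tph2+/- MS, 1.18 ± 0.390 in Tph2-/- C (SD, n = 8 each) and 1.72 ± 0.513 in Tph2-/- MS (SD, n = 6). Its log2 fold change in Tph2-/- against Tph2+/+ mice was -1.85 (SE 0.14, adjusted p of 1.02e-18 in edgeR). The loci that followed lay in exons of Gm32802 at 118259603 to 118260692 (log2 fold change -2.04, SE 0.16, adjusted p of 7.09e-18) and at 118258290 to 118259228 (-2.65, SE 0.21, adjusted p of 3.85e-15), in an untranslated exon of Gm9046 at 118340784 to 118344240 (-0.98, SE 0.09, adjusted p of 5.68e-14) and in an exon of Gm32717 at 118240183 to 118241196 (-2.65, SE 0.22, adjusted p of 1.86e-12). Of the 26 loci, 20 lay between 118226899 and 118354448, where the reference holds a cluster of predicted genes in repeated copies. For 22 of the 26 another stretch of the reference matched at least 50% of the locus at 95% identity or more, so counts at these loci are uncertain as to the copy they came from. The other 4 had no such match and had a median log2 fold change of -1.18. The locus nearest to the gene started at 115072171 and ended at 115073639, 5002 bp from Tph2 on its downstream side, and was lower by a log2 fold change of -1.04 (SE 0.15, adjusted p of 4.49e-06). This average covers unlike steps in C and MS. In C it held 3.52 ± 0.755 CPM in Tph2+/+, 2.34 ± 0.425 in Tph2+/- and 2.35 ± 0.490 in Tph2-/- mice (SD, n = 8 each), and in MS 3.97 ± 0.779 and 3.15 ± 1.06 (SD, n = 8 each) and 1.38 ± 0.689 (n = 6). Of all 551 loci tested between the first and the last of the 26, those without an adjusted call had a median log2 fold change of -0.005.

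**Figure D2:**
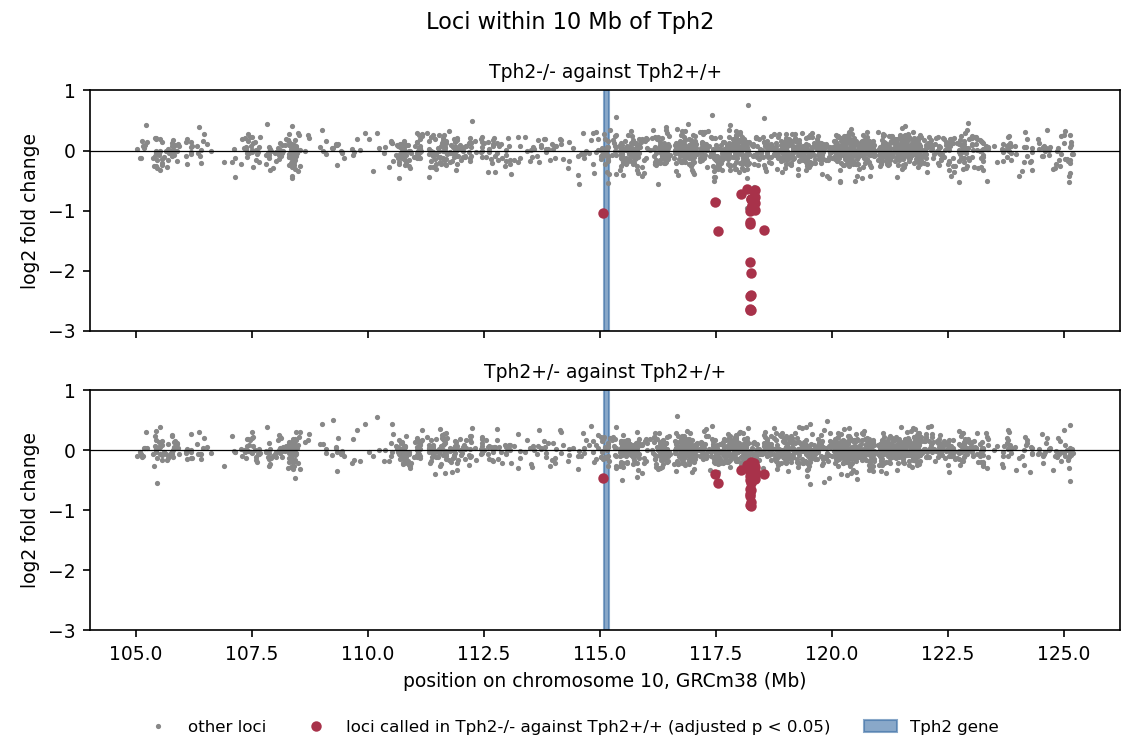
Log2 fold change of loci within 10 Mb of Tph2 (vertical axis) against their position on chromosome 10 of GRCm38 in Mb (horizontal axis), for Tph2-/- (top) and Tph2+/- mice (bottom) against Tph2+/+ mice. The 26 loci called at an adjusted p under 0.05 in Tph2-/- mice are drawn in red and reach -2.65 in the upper panel, and the same loci lie lower in the bottom panel as well, with a median of -0.42.

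In Tph2+/- against Tph2+/+ mice 1025 loci passed the study's limits, 499 higher (48.7%) and the others lower. At the adjusted limit 4 loci were left, all lower in Tph2+/- mice and all among the 26. These were the loci at 118259603 (log2 fold change -0.86, SE 0.14, adjusted p of 0.00185), 118340784 (-0.49, SE 0.09, adjusted p of 0.0131), 118258290 (-0.92, SE 0.17, adjusted p of 0.0289) and 118238775 (-0.65, SE 0.12, adjusted p of 0.0289). All 26 loci were lower in Tph2+/- than in Tph2+/+ mice, with a median log2 fold change of -0.42, and 24 of them had an unadjusted p under 0.05. The Tph2+/- loss summed over the 26 loci was 0.449 of the Tph2-/- loss in C (95% bootstrap interval 0.353 to 0.531) and 0.567 in MS (0.451 to 0.695). Both contrasts share the Tph2+/+ libraries. Simulated Tph2+/- groups without a change gave a share of 0.0002 in C (95% of simulations between -0.101 and 0.098) and -0.0047 in MS (-0.106 to 0.0951).

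Counts in the 26 loci were set against 4369 loci on other autosomes with similar mean count, CpG density and GC content. Per 1000 counts in the matched loci, the 26 loci held 8.28 ± 0.650 counts in Tph2+/+ C, 8.75 ± 0.569 in Tph2+/+ MS, 6.28 ± 0.294 in Tph2+/- C, 6.48 ± 0.346 in Tph2+/- MS, 3.99 ± 0.328 in Tph2-/- C and 4.59 ± 0.716 in Tph2-/- MS (SD, n = 8 each). Because the loci were chosen for their difference between genotypes, these values describe the libraries and test nothing.

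**Figure D3:**
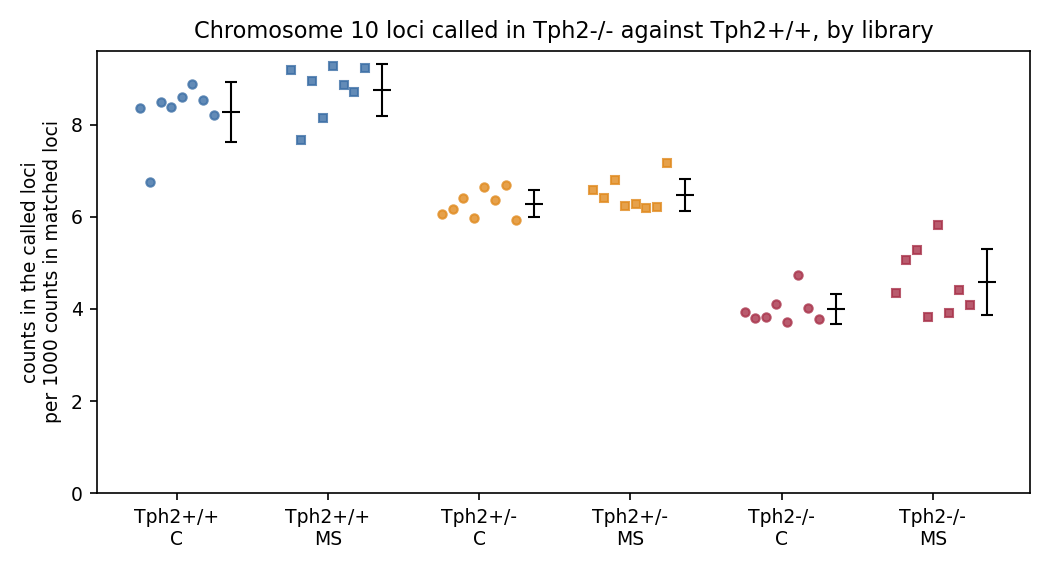
Counts in the 26 called loci of chromosome 10 per 1000 counts in matched loci (vertical axis) for each library by group (8 points per group, bars give mean ± SD). Tph2+/+ libraries lie between 6.75 and 9.27, Tph2+/- libraries between 5.93 and 7.16 and Tph2-/- libraries between 3.71 and 5.82.

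Whether calls gathered near Tph2 was tested by Fisher's exact test, 2-sided, on loci within 10 Mb of the gene. The window held 1900 loci. Among the 1404 loci that passed the study's limits in Tph2-/- against Tph2+/+ mice 51 lay in the window, a share of 3.63% against 0.993% of the other loci, which is 3.66 times as many (p of 1.57e-14 by Fisher's exact test). For Tph2+/- against Tph2+/+ mice 29 of 1025 lay there, 2.82 times as many as among other loci (p of 1.20e-06). The excess did not hold for Tph2-/- mice in a window of 2 Mb, which held 4 calls (1.46 times as many, p of 0.360), since 25 of the 26 loci with an adjusted p under 0.05 lay farther away. For the interactions GE1 and GE2, defined below, the window held 14 and 15 calls, 1.18 and 1.42 times as many as among other loci (p of 0.466 and 0.163). Neighbouring loci are not independent, so these p-values describe how unevenly the calls lie on the genome.

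The effect of MS was then compared with C, over genotypes and within each genotype. The paper assigned MS by litter and the labels do not name the litters, so the tests treat each mouse as independent. Over genotypes 6816 loci passed the study's limits, 4284 higher and 2532 lower in MS, and 24 had an adjusted p under 0.05, 10 higher and 14 lower. The locus with the smallest p lay between genes on chromosome 13, 99790541 to 99791580, 98012 bp from the small nucleolar RNA gene Gm24471. It held 9.64 ± 1.29 CPM in Tph2+/+ C and 7.47 ± 0.897 in Tph2+/+ MS, 10.6 ± 1.21 in Tph2+/- C and 7.51 ± 1.61 in Tph2+/- MS, and 10.2 ± 2.09 in Tph2-/- C (SD, n = 8 each) and 6.43 ± 2.51 in Tph2-/- MS (SD, n = 6). Its log2 fold change was -0.51 (SE 0.08, adjusted p of 0.00413 in edgeR). The next loci were in an intron of Cntfr on chromosome 4, 41681337 to 41682307 (log2 fold change 0.63, SE 0.11, adjusted p of 0.00608), on chromosome 14, 72368523 to 72370022, 55991 bp from Gm9195 (0.54, SE 0.09, adjusted p of 0.00608), on chromosome 1, 102001669 to 102002848, 103601 bp from Gm24122 (0.52, SE 0.09, adjusted p of 0.0104) and in an untranslated exon of Tmcc1 on chromosome 6, 116021799 to 116022648 (-0.70, SE 0.13, adjusted p of 0.0357). These counts depended on the processing. At the study's limits they ran from 2374 without S18 to S26 to 10861 with all 48 libraries, and the share of higher loci moved from 62.9% to 40.9% without S18 to S26. With the late controls S42 to S48 marked by a covariate, 4480 loci passed the study's limits and 10 the adjusted limit. Controls S42 to S48 themselves differed from controls S1 to S17 at 6172 loci, 314 of them at an adjusted p under 0.05, although no control mouse had been separated.

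Within a genotype no locus reached an adjusted p under 0.05. In Tph2+/+ mice 2465 loci passed the study's limits (1258 higher and 1207 lower in MS), with 0 at the adjusted limit and 12241 at an unadjusted p under 0.05. The smallest p was at chromosome 8, 89693684 to 89694763, between genes (log2 fold change -1.14, SE 0.24, adjusted p of 0.592). In Tph2+/- mice 1462 loci passed (602 higher and 860 lower), with 0 at the adjusted limit and 8184 at an unadjusted p under 0.05, and the smallest p was in an intron of Galnt16 on chromosome 12, 80524853 to 80525617 (-1.40, SE 0.29, adjusted p of 0.453). In Tph2-/- mice 2769 loci passed (1582 higher and 1187 lower), with 0 at the adjusted limit and 13347 at an unadjusted p under 0.05, and the smallest p was at chromosome 2, 160202165 to 160202839, between genes (-1.18, SE 0.24, adjusted p of 0.396). In this last contrast the choice of libraries decided the count. With all 48 libraries 10088 loci passed, and with replicates 2 and 3 left out in place of 3 and 7, 1605 loci passed.

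The question of the study was whether the effect of MS depends on Tph2 genotype. This is the interaction GE1, the MS effect in Tph2+/- mice minus that in Tph2+/+ mice, and GE2, the MS effect in Tph2-/- mice minus that in Tph2+/+ mice. For GE1 1175 loci passed the study's limits, 586 higher (49.9%) and 589 lower (50.1%), and for GE2 1048 loci passed, 557 higher (53.1%) and 491 lower (46.9%). Both counts lay under the 1877 loci expected by chance at an unadjusted p under 0.01. No locus had an adjusted p under 0.05 in either interaction, beside 6968 loci at an unadjusted p under 0.05 for GE1 and 6315 for GE2. The median SE of a log2 fold change was 0.30 for GE1 and 0.32 for GE2, against 0.13 for the MS effect over genotypes, and the median absolute log2 fold change of the loci that passed was 0.90 for GE1 and 0.92 for GE2. The GE1 count moved most with library sizes left without TMM, to 2410 loci of which 96.2% were higher, while the median log2 fold change of all loci moved to 0.15. The smallest p for GE1 was in an untranslated exon of Otulin on chromosome 15, 27610452 to 27611540 (log2 fold change -1.09, SE 0.25, adjusted p of 1.0), and for GE2 in an intron of Hk2 on chromosome 6, 82745490 to 82746708 (1.26, SE 0.28, adjusted p of 1.0).

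**Figure D4:**
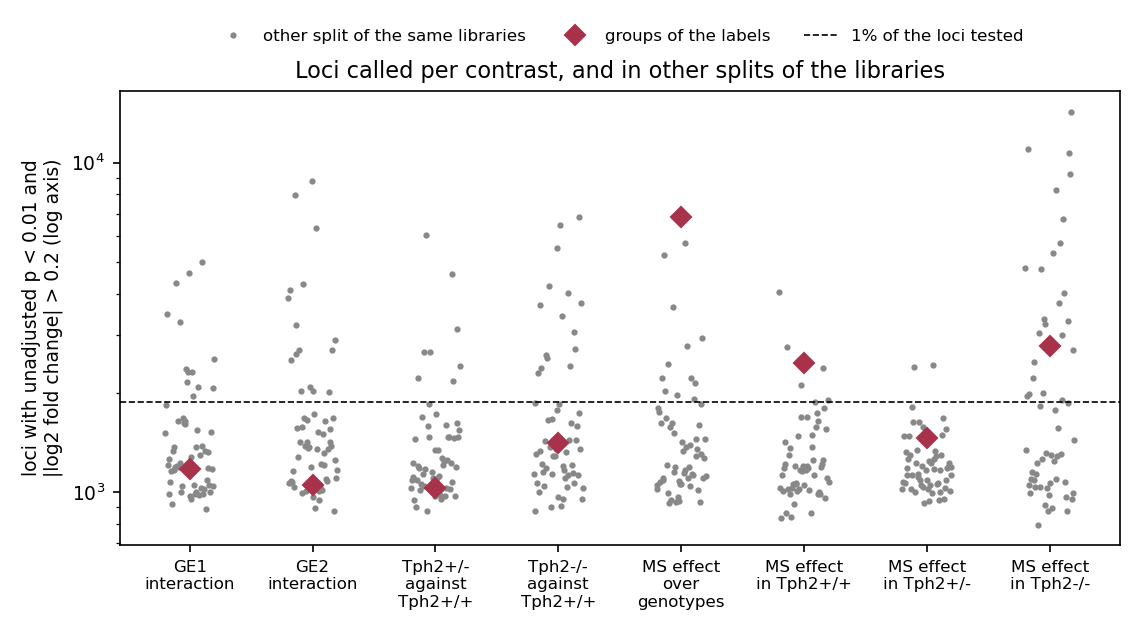
Loci with an unadjusted p under 0.01 and a log2 fold change beyond 0.2 (vertical axis, log scale) for each of the 8 contrasts (horizontal axis), with diamonds for the groups of the labels, dots for other splits of the same libraries and a dashed line at 1877 loci, 1% of those tested. The diamonds of GE1 (1175) and GE2 (1048) lie among the dots, and that of the MS effect over genotypes (6816) lies above all of them.

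The study's list of 11 loci next to genes that also changed in expression was examined as fixed before the data were seen, 8 for GE1 and 3 for GE2. All 11 had an unadjusted p under 0.05 here, 4 with a higher and 7 with a lower value in the interaction, and 7 of them passed the study's limits. Adjusted over the list alone, 11 had a p under 0.05 (largest 0.0179), and adjusted over all loci tested 0 had (smallest 1.0). The study chose the list on these same libraries, so the first count is not independent evidence. The locus assigned to Cck, which encodes the peptide cholecystokinin, lies on chromosome 9, 121477914 to 121478574. It is 11250 bp from Cck, and the nearest gene in the annotation used here is Trak1, 2996 bp away. Its counts ranged from 6 to 32 per library, its GE1 log2 fold change was 1.03 (SE 0.38), and edgeR's quasi-likelihood test gave an unadjusted p of 0.00815 and an adjusted p of 1.0. The locus assigned to A830073O21Rik lies on chromosome 7, 73774794 to 73775963, 33770 bp from that gene and in an untranslated exon of Fam174b. It held 16 to 58 counts per library, with a GE1 log2 fold change of 0.61 (SE 0.24), an unadjusted p of 0.0120 and an adjusted p of 1.0. The nearest gene in the annotation used here was the gene named by the study for 5 of the 11 loci.

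For these 2 loci the groups were compared in pairs, as post hoc tests, on log2 of CPM plus 0.1 by 2-sided exact permutation tests, with 9 pairs per locus and Benjamini-Hochberg adjustment within the locus. The tests regroup single mice, while the paper assigned MS by litter, so the p-values for MS against C do not allow for litters. At the Cck locus the mean was 1.78 ± 0.604 CPM in Tph2+/+ C, 1.15 ± 0.308 in Tph2+/+ MS, 1.37 ± 0.680 in Tph2+/- C and 1.81 ± 0.319 in Tph2+/- MS (SD, n = 8 each), and 1.52 ± 0.603 in Tph2-/- C (n = 8) and 1.64 ± 0.653 in Tph2-/- MS (n = 6). Tph2+/- MS exceeded Tph2+/+ MS by 0.64 on the log2 scale (exact p of 0.00124, adjusted p of 0.0112). MS differed from C by -0.56 in Tph2+/+ mice (exact p of 0.0255, adjusted p of 0.115) and by 0.46 in Tph2+/- mice (exact p of 0.0561, adjusted p of 0.168), and neither passed the adjustment. A single library decided the last comparison. Without Tph2+/- C replicate 4, at 2.89 CPM the highest of the 46, the difference was 0.62 (exact p of 0.00264). At the A830073O21Rik locus the mean was 3.96 ± 0.655 CPM in Tph2+/+ C, 2.69 ± 0.686 in Tph2+/+ MS, 3.31 ± 0.591 in Tph2+/- C and 3.45 ± 0.613 in Tph2+/- MS (SD, n = 8 each). MS differed from C by -0.56 in Tph2+/+ mice (exact p of 0.00311, adjusted p of 0.0280). Differences of 0.36 between Tph2+/- MS and Tph2+/+ MS (exact p of 0.0311) and of -0.31 between Tph2-/- C and Tph2+/+ C (exact p of 0.0233) had an adjusted p of 0.0932 each. Of the 18 pairs, 5 had an exact p under 0.05 and 2 passed the adjustment. On raw counts 8 had an exact p under 0.05 and 6 passed.

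**Figure D5:**
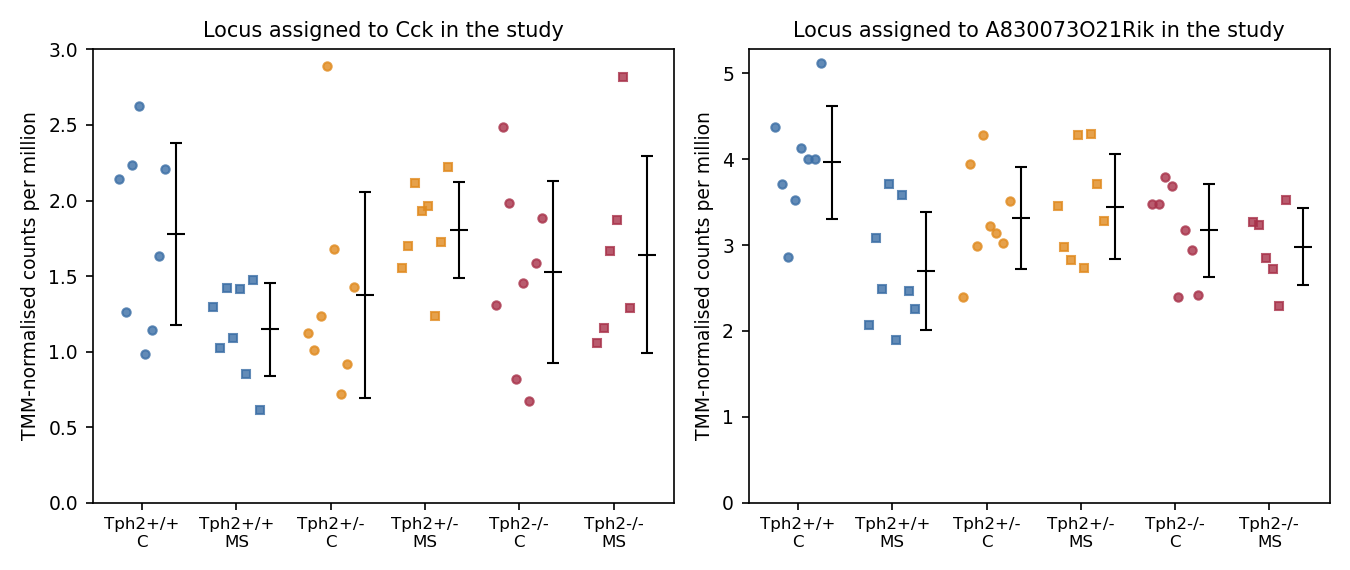
TMM-normalised CPM (vertical axis, from 0) of the locus assigned to Cck (left) and of that assigned to A830073O21Rik (right) in each library by group, with bars for mean ± SD (8 libraries per group, 6 in Tph2-/- MS). At the Cck locus Tph2+/+ MS averages 1.15 and Tph2+/- MS 1.81 CPM, and at the A830073O21Rik locus Tph2+/+ C averages 3.96 and Tph2+/+ MS 2.69 CPM.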

Values the study reported

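For GE1 the study counted 1596 differentially methylated loci, 50.2% of them higher and 49.8% lower, and for GE2 it counted 1403, 49.0% higher and 51.0% lower, at a nominal p under 0.01 and a log2 fold change beyond 0.2. At the locus assigned to Cck the study gave a GE1 log2 fold change of 0.58 with a standard error of 0.21, a p-value of 4.98E-03 and an adjusted p-value of 1.00. At the locus assigned to A830073O21Rik the log2 fold change was 0.47, the standard error 0.18 and the p-value 9.12E-03. In its post hoc tests the study reported lower Cck methylation after MS in Tph2+/+ mice (p = 0.023), higher Cck methylation after MS in Tph2+/- mice (p = 0.039), and more of it in Tph2+/- MS than in Tph2+/+ MS mice (p = 0.009). For A830073O21Rik it reported a decrease with MS in Tph2+/+ mice (p = 0.018), a lower level in Tph2+/- C than in Tph2+/+ C mice (p = 0.036) and a higher level in Tph2+/- MS than in Tph2+/+ MS mice (p = 0.039).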

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

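Within a group the highest or lowest library was compared with the rest on 6 measures of the library and on the 2 loci of the post hoc tests. Groups held 8 libraries, or 6 for Tph2-/- MS in the post hoc tests. Among 48 such group values, 7 stood apart, where about 1 in 20, that is 2.4, would by chance. The tests in this part were chosen after these values had been seen.

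The share of loci without any count stood apart in 3 libraries. It was 3.21% in Tph2-/- MS replicate 3, where the other 7 libraries of the group lay between 0.00480 and 0.379%. A library of lower total, Tph2+/- C replicate 5, had a share of 0.177%, which argues against depth as the cause. The CpG slope of replicate 3 was 0.333, the steepest of the 48 libraries, which is what a more stringent capture would give, and a low yield of captured DNA may have left many loci without reads. This library was one of the 2 left out of the fits. In Tph2+/+ MS replicate 1 the share was 0.220% (others 0.00586 to 0.0693%). Its total of 9.57 Mcounts lay inside the range of its group and its CpG slope of 0.0904 above that of the other 7, so capture remains a candidate explanation and depth alone does not. In Tph2+/- C replicate 5 the share of 0.177% (others 0.00373 to 0.0618%) went with a total of 7.72 Mcounts, the lowest of the 48 libraries, and with a CpG slope of 0.0335, the highest of its group, so that depth and capture both remain open. No biological explanation was tested for these 3 libraries.

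The CpG slope stood apart in Tph2+/- MS replicate 1, at 0.161 against -0.0815 to 0.0205 in the rest of the group. Its total of 11.6 Mcounts lay inside the range of the group, which argues against depth. It carries sample number 22 and so falls in the run S18 to S26, in which the 7 libraries of other groups had a mean slope of 0.136 ± 0.111 (SD). The other library of its own group in that run, replicate 2, had a slope of -0.0515 and does not share it. A handling shared by part of that run may be the source, and the labels say nothing of it. No biological explanation was tested.

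Counts in the 26 called loci of chromosome 10, per 1000 counts in matched loci, stood apart in 2 libraries. Tph2+/+ C replicate 2 held 6.75 against 8.22 to 8.89 in the rest of its group, a value inside the Tph2+/- range of 5.93 to 7.16. Of 10000 random sets of matched loci, 0 put this library as far from its group. This argues against depth or a capture effect that follows mean count, CpG density or GC content. The sets were scattered over other autosomes, while most of the 26 loci lie in 1 cluster of copies. Such sets may understate the spread of a cluster. A mislabelled sample may explain the low value, and so may a wildtype mouse that carried 1 copy of the changed stretch through recombination between it and Tph2. The locus next to Tph2 could have parted these. It held 41 counts (3.01 CPM), inside the range of the other Tph2+/+ C libraries (2.77 to 4.87 CPM), just above that of Tph2+/- C (1.59 to 2.99 CPM) and inside that of Tph2+/- MS (1.80 to 4.36 CPM). A single locus with ranges that meet does not decide, so they cannot be told apart. Tph2-/- C replicate 6 held 4.73 against 3.71 to 4.11 in the rest of its group, still under all Tph2+/- libraries, and 2 of 10000 random sets put it as far. What sets it apart stays open, with a difference between animals among the untested explanations.

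The Cck locus stood apart in Tph2+/- C replicate 4, at 2.89 CPM (29 counts) against 0.717 to 1.68 CPM in the other 7 libraries. The total of the library, 9.93 Mcounts, lay inside the range of its group, which argues against depth. Without it Tph2+/- MS and Tph2+/- C differed by 0.62 on the log2 scale (exact p of 0.00264, against 0.0561 with it), and Tph2+/- C lay below Tph2+/+ C by -0.55 (exact p of 0.0350, against 0.167 with it). A true difference between animals remains open as an untested explanation.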

How the results depend on the processing

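Each count below is set against its counterpart in the report, and a count is taken as moved when it changes by over 1.5 times. Alternatives chosen after seeing the data are named as such. Unless a cause is given, it was not tested.

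The loci lower in Tph2-/- than in Tph2+/+ mice at an adjusted p under 0.05 numbered 25 to 31 in the 20 alternatives, and the same 26 loci were called in all of them but the fit without S18 to S26, which called 25 of them. At the study's limits this contrast gave 1154 to 1944 loci. The interactions gave 0 loci at the adjusted limit in all 20 alternatives, beside 6968 (GE1) and 6315 (GE2) at an unadjusted p under 0.05 in the report. At the study's limits GE1 ranged from 1029 to 2410 and GE2 from 946 to 1604. Tph2 had 0 of 15 loci called for Tph2-/- against Tph2+/+ mice in every alternative, with 1 locus at an unadjusted p under 0.05 in the report.

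The MS effect over genotypes moved at the adjusted limit in 14 of 20 alternatives, more than any other contrast. Its 24 loci (41.7% higher) became 1226 under DESeq2 with default settings (92.8% higher) and 967 under DESeq2 with the fold-change prior (91.5% higher). DESeq2's filter on mean count left 167393 loci without an adjusted p in each, 17 of the 24 among them, and the other 7 were called. Adjusted over all loci the same p-values gave 232 loci (43.5% higher) and 176 (46.02% higher), so the direction of these sets and part of their size follow from the filter. What raises the count from 24 without the filter was not tested. The 24 became 45 under limma voom (17.8% higher; 4169 at the study's limits, 46.5% higher), 39 with total counts alone, 6 with the loess offset on GC content, 80 with all 48 libraries (10861 at the study's limits) and 10 with the covariate for late sample numbers (4480). Of the alternatives chosen after seeing the data, the loess offset on CpG density gave 67, the CpG slope as a covariate 7 (14.3% higher; 2603 at the study's limits, 44.6% higher) and leaving out S18 to S26 2 (2374, 40.9% higher), in part by having fewer samples. Leaving out the other pair of Tph2-/- MS libraries under DESeq2 with the prior gave about 1.9e+02 (80.1% higher; 4541 at the study's limits, 47.04% higher), with 21 of the 24 left without an adjusted p, and 63 (36.5% higher) when adjusted over all loci. No library fell far enough under the median total to be left out on that ground, so that alternative equals the one with all 48 libraries.

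Within Tph2-/- mice the 2769 loci at the study's limits became 1314 under limma voom, 10088 with all 48 libraries (77.9% higher against 57.1%), 1838 when only the groups of the contrast were fitted (46.2% higher), and, chosen after seeing the data, 1605 with the other pair left out (44.9% higher) and 1700 with the CpG slope as a covariate (40.8% higher). For the 10088 loci the construction shows the cause, since that fit adds replicates 3 and 7. Leaving out S18 to S26 gave 2221 loci (38.1% higher), and the other pair left out under DESeq2 with the prior gave 1904 (43.4% higher). Neither count is taken as moved, but in both fits most loci were lower in MS, against 57.1% higher in the report. Within Tph2+/- mice the adjusted count of 0 became 1 under DESeq2 with the prior, with either pair left out, beside 8184 loci at an unadjusted p under 0.05.

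Scaling by total counts alone moved whole contrasts. GE1 gave 2410 loci, 96.2% higher against 49.9%, and the MS effect in Tph2+/+ mice 3914 loci, 4.93% higher against 51.0%. The median log2 fold change of all loci moved to 0.15 and -0.11 in these contrasts, so the split follows the difference in scale between groups. Under the same scaling the share of higher loci was 76.7% for GE2 (against 53.1%), 27.4% for the MS effect over genotypes, 73.4% for that in Tph2+/- (against 41.2%), 22.2% for that in Tph2-/- and 59.5% for Tph2+/- against Tph2+/+ mice (against 48.7%).

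For Tph2+/- against Tph2+/+ mice the 4 loci at the adjusted limit became 1 with all 48 libraries and 7 with the CpG slope as a covariate (1549 loci at the study's limits), the latter chosen after seeing the data. GE2 gave 1604 loci without S18 to S26 and, with the CpG slope as a covariate, 42.7% higher against 53.1%. Of the study's list 11 loci passed its limits under DESeq2 with the prior and the other pair left out, against 7. Calls near Tph2 were 1.46 times as frequent as among other loci for Tph2-/- mice (Fisher's exact p of 0.360) and 1.497 times for Tph2+/- mice (0.459) in a window of 2 Mb, and 1.22 times for Tph2+/- mice on the whole chromosome (0.105). For GE1 the ratio turned from 1.18 to 0.433 in 2 Mb (0.734) and to 0.749 on the whole chromosome (0.0479). On raw counts 8 of the 18 post hoc pairs had an exact p under 0.05 and 6 passed the adjustment, against 5 and 2. The difference in total counts of Tph2-/- mice turned to 0.225 Mcounts without replicates 3 and 7.

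The labels give the groups the same replicate numbers, from 1 to 8. The numbers do not pair the libraries: over 110 pairs of libraries of different groups with the same number, deviations from the group means correlated with a mean r of 0.0157 (-0.164 to 0.256, 11 pairs above 0.1), against -0.00208 for 770 pairs with different numbers. With the replicate block the MS effect over genotypes had 63 loci at the adjusted limit, and 71 with the replicate block and a loess offset on abundance. The block moved no other count by over 1.5 times.

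Single loci moved as well. The study's 11 loci had 20 values each over the alternatives (19 for Gm10801), and 27 of these changed (5 weaker, 22 stronger). Of 370 values of the other named loci 21 changed (21 weaker). A further 10 values of these other named loci had no adjusted p under DESeq2 and were not judged. Of 72 values of single post hoc pairs 7 changed (1 weaker, 6 stronger). With a median of 26.4 counts per library, depth limits what a single locus can show, above all in the interactions with their median SE of 0.30 (GE1) and 0.32 (GE2).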

Other observations

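All tests in this part were set after the main counts of loci had been seen. The splits of the libraries, the late controls, the fit without S18 to S26, the CpG slope as a covariate, the CpG density offset and the loci without copies were set before their own outcome was seen, except the splits of the adjusted counts for Tph2+/- mice and for MS and the splits within the 2 alternative fits. All other tests were chosen after the values they use had been seen.

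How many loci a contrast gives when the libraries are divided in another way was counted in 60 splits, the real one included. For GE1 38 of the 60 splits gave as many loci at the study's limits as the real one (1175, against a median of 1278 in the others), and for GE2 50 of 60 did (1048, against 1380). The calls of either interaction are thus no more than other divisions of the same libraries give. The splits moved labels over all 3 genotypes, so Tph2-/- libraries entered the compared groups of GE1 and of Tph2+/- against Tph2+/+ mice. Among them was Tph2-/- MS replicate 2 (CpG slope 0.242), which can raise the counts of the other splits in these contrasts. Both interaction counts also lay under the 1877 loci expected by chance, so they cannot serve as a sign of an interaction. Other splits likewise gave as many loci for Tph2+/- (49 of 60) and Tph2-/- (27 of 60) against Tph2+/+ mice. So they did for the MS effect in Tph2+/- (13 of 60) and Tph2-/- mice (19 of 60). For the MS effect in Tph2+/+ mice 4 of 60 splits gave as many as the real 2465 loci, which is above the median of the others (1179) and their 95th percentile (2392), so the count is larger than most divisions give and chance is not excluded at 5%. At the adjusted limit the picture was another. The 26 loci of Tph2-/- mice were matched by 1 of 60 splits, the real one, with at most 4 loci in the others, and the 4 loci of Tph2+/- mice likewise by 1 of 60, with at most 2 in the others.

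For the MS effect over genotypes 1 of 60 splits, the real one, gave as many as 6816 loci (the others 927 to 5680), and 1 of 60 as many as 24 at the adjusted limit (the others 0). A division of single mice by chance is therefore no explanation. The paper assigned MS by litter, and the labels do not name the litters. A chance difference between litters was therefore not tested. The order of the samples also remains an explanation. It is the order of the animal numbers as well, so it may stand for handling or for groups of animals such as litters. Controls S42 to S48 differed from controls S1 to S17 at 6172 loci, and 1 of 60 splits of the controls, the real one, gave as many (the others 1106 to 2929), although all of these mice were controls. MS libraries S18 to S26 and S27 to S41 differed at 21425 loci, 15799 of them at an adjusted p under 0.05. The labels hold no break there, the boundary was set after the data were seen, and no other splits were run for it. That count therefore describes these libraries and tests nothing. Runs of sample numbers within the controls differed at nearly as many loci as MS and C at the study's limits (6172 against 6816). At the adjusted limit they differed at more loci (314 against 24). Capture may carry part of the MS calls, since these fell to 2374 without S18 to S26 and to 2603 with the CpG slope as a covariate. The loess offset on CpG density lowered them less, to 5665, and raised the count at the adjusted limit from 24 to 67. Splits were then run within the fit without S18 to S26 and within that with the CpG slope as a covariate. Without S18 to S26, 5 of 60 splits gave as many loci as the real one (the others 1110 to 4060), so with these fewer libraries the calls left are no more than other divisions can give, and whether S18 to S26 account for all calls stays open. With the CpG slope as a covariate 1 of 60, the real one, did (the others 1173 to 2575), so a trend on CpG density over whole libraries is not the whole explanation. As no run of numbers holds both conditions, MS and sample order cannot be told apart.

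The 26 loci lost in Tph2-/- mice lie together on the chromosome of the targeted gene, 100.1 times as frequent within 10 Mb of it as among other loci, which argues against a response to the loss of serotonin spread over the genome. With the loess offset on CpG density all 26 were called again, which argues against capture or depth. Reads shared between near-identical copies are no explanation for the 4 loci without a copy. For the loci with copies in the cluster, the counts summed over all 28 loci from 118226899 to 118354448 were lower in Tph2-/- than in Tph2+/+ libraries by a log2 difference of -0.88 (pooled SD 0.16 between libraries), and 14 of 14 Tph2-/- libraries lay below all 16 Tph2+/+ libraries, so reads did not merely move from copy to copy. For the remaining 2 loci with a copy on another chromosome, those at 117489588 and 118030298, the sum over locus and copy differed by -0.37 and -0.23 (pooled SD 0.23 and 0.21), and sharing of reads stays open. A candidate explanation is sequence carried along with the targeted allele from the strain in which it was made: such a stretch would differ in copy number or in CpG sites, or map less well to the reference, in every carrier. The paper states that the Tph2+/- parents came from many generations of backcrossing to an inbred strain, which would shorten such a stretch. Under this explanation Tph2+/- mice would lose about as much per allele as Tph2-/- mice. Their share of the loss was 0.449 in C, above the 0.098 that simulations without a change reach and under 1. The locus nearest to Tph2 departs from such steps in C, where Tph2+/- (2.34 CPM) and Tph2-/- mice (2.35 CPM) were alike. This is a hypothesis found and tested on the same data. A methylation change in cis at these loci, dependent on the number of intact Tph2 alleles, would look the same in counts and was not tested, and neither sequence variants nor gene expression were analysed here.

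Tph2-/- MS replicate 5 held 5.82 counts in the 26 loci per 1000 in matched loci, near the Tph2+/- values. It was not among the libraries that stood apart above. The spread in its group was wide (SD 0.716), with 5.27 in replicate 3 and 5.06 in replicate 2. Of 10000 random sets, 2 put replicate 5 as far from its group, which argues against depth or capture, though scattered loci may understate the spread of a cluster. A mislabelled sample could explain the value of replicate 5, as could recombination. The locus next to Tph2 held 29 counts (2.42 CPM), above the other 7 libraries of its group (4 to 18 counts, 0.452 to 1.52 CPM) and inside the range of Tph2+/- MS (1.80 to 4.36 CPM), as a mislabelled sample would give. It was also inside the range of Tph2-/- C (1.69 to 2.85 CPM), and a single locus does not decide, so they cannot be told apart.

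The 2 libraries left out by lowest total, replicates 3 and 7 of Tph2-/- MS, may not be those the study left out. Replicate 2 has the second steepest CpG slope of the 48 libraries (0.242) and a share of loci without a count of 0.379%. With replicates 2 and 3 left out and DESeq2 with the fold-change prior, GE1 gave 1597 loci and GE2 1403. Among the alternatives run, these counts are the nearest to the ones quoted from the study above. That fit also gave the A830073O21Rik locus 0.47 (SE 0.18, p of 0.00912 in DESeq2) for GE1, equal to the quoted values after rounding. With the prior and replicates 3 and 7 left out, the locus had 0.48 (SE 0.18, p of 0.00831). The counts were then 1473 and 1289. For the fits run, these values argue against replicates 3 and 7 as the pair the study left out.

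Some values here are further from the quoted ones. The GE1 log2 fold change of the Cck locus was 1.03 here, with an SE of 0.38 and an unadjusted p of 0.00815. These are higher than the values quoted from the study above. DESeq2's prior, which pulls fold changes and their errors toward 0, was the default of the version used there. With DESeq2 and the prior the values were 0.61 (SE 0.22, p of 0.00495), and with replicates 2 and 3 left out as well 0.58 (SE 0.21, p of 0.00498). The prior accounts for most of the gap in the fold change but not for that in p, since DESeq2 without it gave the study locus Cck 1.04 with a p of 0.00470. The adjusted p of the post hoc pairs was 0.115 for MS against C at the Cck locus in Tph2+/+ mice and 0.168 in Tph2+/- mice, and at the A830073O21Rik locus it was 0.0280 for MS against C in Tph2+/+ mice, 0.129 for Tph2+/- C against Tph2+/+ C and 0.0932 for Tph2+/- MS against Tph2+/+ MS. These are higher than the values quoted from the study above. On raw counts, by the same permutation test, the adjusted p was 0.0196 and 0.0674 for the 2 comparisons at the Cck locus and 0.00839, 0.0252 and 0.0378 for the 3 at the A830073O21Rik locus. All of these but 0.0674 lie below the quoted values. The study used another statistic, the Mann-Whitney U, which on CPM gave an adjusted p of 0.195 and 0.127 at the Cck locus. That statistic was not run on raw counts here. The paper names raw counts for its correlations at these loci, so counts without scaling for depth remain a candidate for the gap. What makes the values differ was not settled here.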
